A study of Mus musculus with 4 samples. Its data were reported in "Spen links RNA-mediated endogenous retrovirus silencing and X chromosome inactivation" (2020).

How the data were processed

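RNA was measured by sequencing in mouse embryonic stem cells (mESCs) of the HATX line, in which *Xist*, placed as a transgene, can be switched on with doxycycline. The labels give 2 groups of 2 libraries. One group is the wild-type (WT) line and the other is clone 2 of a *Spen* knockout (KO) made in the same line, for which the study describes a deletion of the *Spen* gene, as full in one place and as covering most of the gene in another. Spen is an RNA-binding repressor protein that *Xist* needs for X inactivation. The study describes its WT and *Spen* KO mESCs as haploid, and ploidy was not measured here. The labels state no treatment. Groups and replicate numbers were taken from the sample labels, and the columns of the count table were matched to samples by name. There were no columns without a sample.

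Per the study's methods, libraries were stranded, ribosomal RNA was removed in place of poly-A selection, and paired 75-base reads were mapped to mouse genome build mm9 with STAR. The authors then assigned reads to GENCODE vM1 genes with featureCounts, and the deposited values are raw read counts per gene with no normalization. The labels and the methods name different sequencing instruments, a NextSeq and a HiSeq. Versions of the aligner and counter, the strand setting of the counting and the handling of reads with several matches were not stated. Genes that share sequence with a copy, or that overlap another gene on either strand, are therefore reported as uncertain.

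The table held 37310 genes, of which 11918 had no count in any library. Total counts were 36667685 and 43835004 in WT replicates 1 and 2, and 54715889 and 61908422 in KO-labelled replicates 1 and 2. The lower depth of the WT libraries limits the precision of low genes there first. Where all libraries of a group held at most 3 counts, the fold was computed against 3 counts and is given as a lower bound. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Gene positions, exonic lengths and exonic GC content came from the GENCODE vM1 annotation and the NCBIM37 (mm9) sequence, which matched every gene identifier in the table. Coordinates are 1-based on that build.

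Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 (Wald test, design of group alone, default size factors and independent filtering, Benjamini-Hochberg adjustment). Positive log2 fold changes are higher in the KO-labelled libraries. A gene was called at a fold change of at least 2 and an adjusted p under 0.001, which are the study's own thresholds. On simulated counts with the real means and library sizes, in which 200 genes were changed, DESeq2 called 87% of the changed genes and 0 others among 15292 genes tested. edgeR 4.0.16 called 86% and 2 others among 17178 genes. Every simulated change of these 200 genes was larger than the 2-fold minimum, in genes with a mean normalized count of at least 50. The percentages therefore do not measure power near that minimum or in lower genes. The remaining genes of chromosome 10 were shifted by -0.3 in the same counts and are among the others.

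Lists were summarised by the median log2 fold change of members with an adjusted p. They were tested with camera in limma 3.58.1 (preset inter-gene correlation of 0.01) on voom values of genes with at least 10 counts in at least 2 libraries, with fry as a second test. Camera compares a set with the other genes. Fry tests a set against no change and makes no comparison with other genes. Adjustment was over 7 sets: 6 lists and the X-linked genes. Early germ layer, primordial germ cell, pluripotency and innate immunity lists hold genes that the study displayed for these same libraries, so they are not independent evidence. The imprinted lists were written from general knowledge after labels of imprinted genes had been seen in a plot of the study, and that plot also labelled several X-linked genes before the X-linked comparison was fixed. Of the 29 paternally expressed symbols 26 were in the annotation, and of the other lists all were. X-linked and autosomal genes, and single chromosomes, were compared by median log2 fold change over genes with a mean normalized count of at least 50. On simulated data with 1 chromosome shifted by -0.3, its median came out at -0.30, and the largest median of any other was 0.019, over 13306 genes. In the same simulated counts camera called a set of 20 raised genes (1.14e-124). It left uncalled (0.441) a set of 20 genes drawn from outside the 200 changed ones, which could include genes of the shifted chromosome. The neighbour test below was also tested on simulated calls over 13293 genes. It gave a permutation p of 0.7 for calls placed at random and 0.001 for calls placed in runs of 3, the smallest that run could give.

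The design, the thresholds, the lists, most of the other settings tried and the rule for naming genes were fixed before the data were examined. The rule names *Spen*, the 5 called genes with the largest absolute log2 fold change in each direction (mean normalized count of at least 50, KO-labelled libraries outside the WT range), every innate immunity gene, up to 3 called genes per direction in each other list, and the 5 most changed called X-linked genes. Other genes named below were chosen after their values were seen. Other settings fixed in this way were TMM and upper-quartile size factors, a low-count filter, edgeR's quasi-likelihood test, the replicate number as a block, other thresholds, fry, other minimum means, and leaving out each library in turn. Shrunken fold changes, removal of chromosome medians, removal of a GC and length trend (mgcv 1.9.3) and other settings for the chromosome medians were added after seeing the data. Removal of chromosome medians was not applied to the X-linked comparison, whose value it fixes at 0. Exons of named genes were searched against the genome with BLAST 2.17.0 for copies of at least 75 bases at 95% identity or more.

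With 2 libraries per group, an exact two-sided permutation test of a single value cannot give a p under 0.33, so none was run. Transposable elements, chromatin data and a second *Spen* KO clone were not analysed here.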

Results

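RNA-seq was compared between WT mESCs and mESCs labelled *Spen* KO clone 2, with 2 libraries in each group. The comparison asks which genes change when Spen is lost. Each group comes from 1 cell line, so differences between the clone and the WT line other than *Spen* are part of every comparison. Total counts per library ranged from 36667685 to 61908422, and between 21850 and 22591 genes had at least 1 count. Replicates differed by more than sampling noise of independent reads. The chi-square per degree of freedom was 36.9 between the WT libraries and 14.3 between the KO-labelled ones. Single genes can weigh heavily in these values. *Lars2* had 540161 and 155235 counts in the WT libraries, and no value without it is given. The 2 values are therefore not compared. Across 13310 genes the correlation of log2 normalized counts was 0.995 within WT and 0.996 within the KO-labelled group, against 0.963 to 0.966 between groups. Genes are not independent replicates in these correlations.

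The targeted gene was examined first. *Spen* (ENSMUSG00000040761.9) is a protein-coding gene on the minus strand of chromosome 4, from 141023805 to 141094512 (mm9). Its normalized counts were 3716 and 3047 in the WT libraries and 7797 and 6242 in the KO-labelled libraries. The means were 3382 ± 473 and 7019 ± 1100 (SD, n = 2). The log2 fold change was 1.05 ± 0.21 (SE), with a DESeq2 adjusted p of 7.7e-06. Removing chromosome medians moved it most, to 1.26, and leaving out single libraries gave 0.89 to 1.21. Gene-level counts were thus higher, not lower, in the libraries labelled KO, and they do not check the label. Higher *Spen* RNA after loss of the protein is also described by the study. They do not resolve exons, and the study calls the deletion full in one place and a deletion of most of the gene in another, so which exons gave these counts is not known here. The group is called KO-labelled throughout for this reason, and every direction below rests on the label. The study holds other evidence on its KO cells, which was not analysed here. It shows an immunoblot for Spen, and it reports no X-linked site of open chromatin reproducibly silenced in KO clones after *Xist* was induced. The 3′ end of *Spen* overlaps *Zbtb17* on the other strand.

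**Figure D1:**
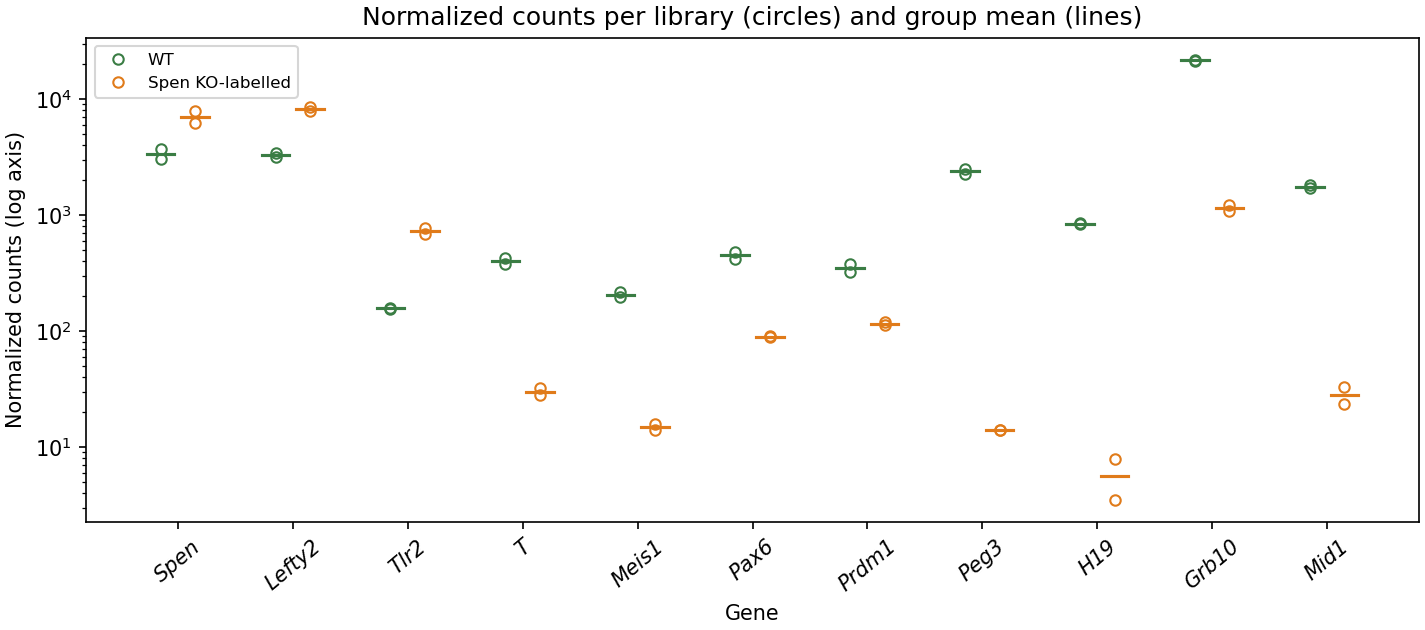
Normalized counts (log axis) of 11 genes in each library, with WT in green and KO-labelled in orange; circles are libraries and lines are group means (n = 2). For *Spen* both KO-labelled libraries (7797 and 6242) lie above both WT libraries (3716 and 3047).

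Next, all genes were compared. DESeq2 gave an adjusted p to 17710 genes. At a fold change of at least 2 and an adjusted p under 0.001, 241 genes were called higher and 558 lower in the KO-labelled libraries, so that 69.8% of the 799 called genes were lower. Protein-coding genes made up 216 of the higher and 515 of the lower genes. Median log2 fold changes were 1.38 and -1.59. At an adjusted p under 0.05 with no fold minimum, 5714 genes differed. Among all alternatives, dropping the fold minimum moved the counts most by number of genes, to 1499 higher and 1571 lower. In proportion, a test against a 2-fold change moved the lower genes more, to 120.

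The most reduced genes by the naming rule fell from high to near-background counts. *Olig1* (ENSMUSG00000046160.5, chromosome 16, 91270014 to 91272184) fell from 1423 ± 5.39 to 7.40 ± 0.608 normalized counts (SD, n = 2), a log2 fold change of -7.58 ± 0.37 (SE) with a DESeq2 adjusted p of 1.27e-92. *Bckdhb* (chromosome 9) fell from 2084 ± 116 to 11.8 ± 5.55, with a log2 fold change of -7.49. The imprinted genes *Peg3* and *H19*, both on chromosome 7, had log2 fold changes of -7.41 and -7.19. *Dynlt1b* (chromosome 17) had 90 and 110 counts in WT and 0 in both KO-labelled libraries, at least 48.2-fold lower. It is uncertain, because 94.8% of its exonic bases have a near-identical copy elsewhere and other genes overlap it.

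All 5 of the most increased genes by the rule lie almost wholly in sequence with near-identical copies, and their counts are uncertain. *Gm9000* (ENSMUSG00000059751.5, chromosome 13, 109460773 to 109461634) rose from 478 ± 19.8 to 18610 ± 1071 normalized counts (SD, n = 2), a log2 fold change of 5.28 ± 0.09 (SE). Copies covered 99.9% of its exonic bases. *Gm12666* (chromosome 4) had 0 counts in both WT libraries and 242 and 312 in the KO-labelled ones, at least 62.8-fold higher, with copies over 99.7% of its exonic bases. *Gm12463*, *Gm3608* and *Hist1h2al* had log2 fold changes of 4.89, 4.64 and 4.58, and copies covered 97.6%, 92.4% and 100% of their exonic bases.

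The study reported that its *Spen* KO mESCs had lower expression of specific genes of early differentiation. Of 29 early germ layer genes, 27 had an adjusted p. Their median log2 fold change was -0.28, with 21 lower and 6 higher. The list was lower by camera (Benjamini-Hochberg adjusted p = 0.00397) and by fry (0.00134). The median was decided in part by 1 library: without KO-labelled replicate 1 it was -0.51. Over all genes tested, 9 members were lower and 0 higher at an adjusted p under 0.05, and the counts adjusted over the list alone were also 9 and 0, while 11 had an unadjusted p under 0.05. The set tests and these counts are not independent evidence, since the study displayed these genes for these same libraries. Called members were *Meis1*, *T*, *Pax6*, *Msx2* and *Sox7*. *T* (chromosome 17, 8627288 to 8635361) fell from 401 ± 33.1 to 30.0 ± 2.99 normalized counts (SD, n = 2), a log2 fold change of -3.74 ± 0.28 (SE) with a DESeq2 adjusted p of 7.73e-38. *Meis1* had a log2 fold change of -3.80 and *Pax6* of -2.33, and both overlap genes on the other strand. *Nes*, *Fn1*, *Notch1*, *Nodal* and *Tubb3* were not distinguishable between groups, with log2 fold changes from -0.28 to -0.05 and adjusted p of at least 0.122 in DESeq2.

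Primordial germ cell genes did not shift as a list by camera. Their median log2 fold change was -0.08 over 7 genes, with an adjusted p of 0.213, while fry gave 0.0142. Without WT replicate 1 the median was -0.15, and with upper-quartile size factors -0.05. *Prdm1* (chromosome 10) was the called member, at -1.59 ± 0.24 (SE). At an adjusted p under 0.05, 2 members were lower and 1 higher, and adjusted over the list alone the counts were 2 and 1. The higher member was *Nanos3*, at 0.97.

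For self-renewal, 17 pluripotency genes had a median log2 fold change of 0.23, with 12 higher and 5 lower. Camera gave an adjusted p of 0.0291 and fry 0.00153. The study displayed this list and the primordial germ cell list for these same libraries, so neither is independent evidence. Without WT replicate 1 the median was 0.14. At an adjusted p under 0.05, 8 members were higher and 3 lower over all genes tested, against 9 and 3 adjusted over the list alone. *Lefty2* (chromosome 1) was the called member, rising from 3277 ± 159 to 8168 ± 445 normalized counts (SD, n = 2), a log2 fold change of 1.32 ± 0.08 (SE); copies cover 27.96% of its exonic bases. *Bmp4* and *Tbx3* rose by 0.97 and 0.79 on the log2 scale. *Lin28a*, *Tcf3* and *Tcl1* were lower, at -0.65, -0.57 and -0.32. They lie on chromosomes 4, 10 and 12, whose genes had median log2 fold changes of -0.21, -0.35 and -0.32. *Tcl1* was thus no lower than the median gene of its chromosome. *Nanog*, *Pou5f1* and *Esrrb* differed by less than the standard error of their fold changes (-0.06, 0.01 and -0.03).

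All 8 innate immunity genes were higher in the KO-labelled libraries, with a median log2 fold change of 0.59. Camera gave an adjusted p of 3.64e-05 and fry 0.00134. These genes too were displayed by the study for these same libraries, as modestly upregulated. Set tests and counts of members are therefore not independent evidence. Over all genes tested, 7 of 8 were higher at an adjusted p under 0.05, and 8 of 8 adjusted over the list alone. *Tlr2* (chromosome 3, 83640195 to 83645689) was the only called member, rising from 156 ± 3.68 to 732 ± 65.4 normalized counts (SD, n = 2), a log2 fold change of 2.23 ± 0.19 (SE) with a DESeq2 adjusted p of 6.31e-31. *Nfkb2*, *Ddx58*, *Rela*, *Ifitm1*, *Oas1a*, *Nfkb1* and *Eif2ak2* had log2 fold changes of 0.65, 0.64, 0.61, 0.58, 0.45, 0.42 and 0.31, under the 2-fold threshold. The adjusted p of *Eif2ak2* was 0.056 by DESeq2. *Rela* and *Nfkb2* lie on chromosome 19, whose genes as a whole were higher. With chromosome medians removed their log2 fold changes were 0.23 and 0.26, and DESeq2 no longer separated them from 0 (adjusted p = 0.18 and 0.242). Across alternatives with a test, these ran from 1.83e-06 to 0.18 for *Rela* and from 0.00017 to 0.242 for *Nfkb2*. Copies cover 60.7% of the exonic bases of *Ifitm1* and 92.4% of *Oas1a*, and *Eif2ak2* and *Nfkb2* overlap genes on the other strand.

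**Figure D2:**
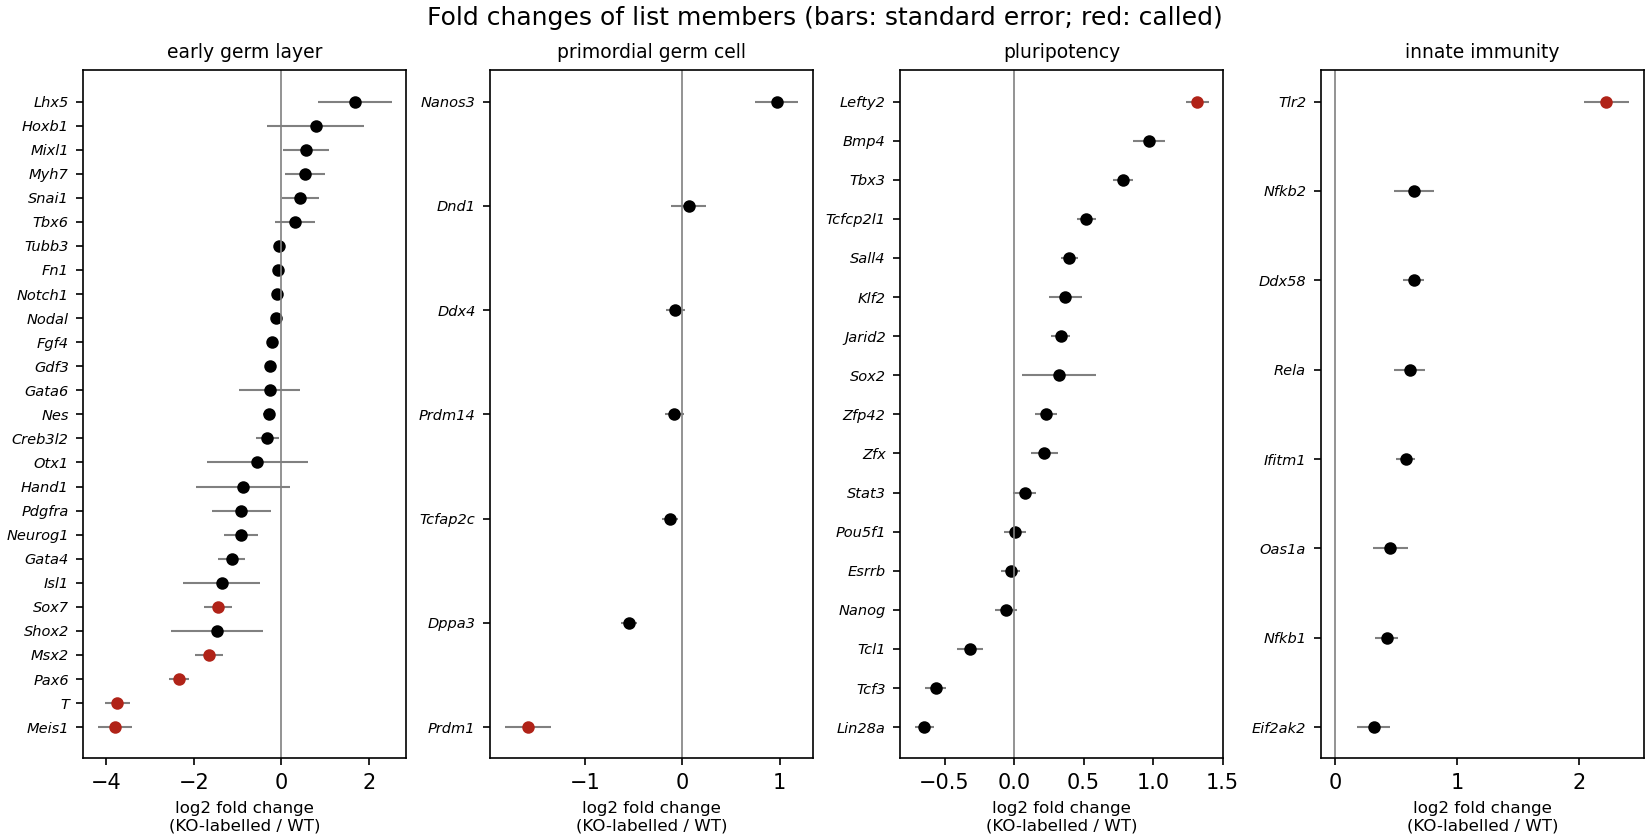
Log2 fold changes (KO-labelled over WT) of list members with a DESeq2 adjusted p, with bars for the standard error and red points for called genes; horizontal scales differ between panels. All 8 innate immunity genes lie above 0, and the called early germ layer genes lie below it.

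Imprinted genes, which are expressed from 1 parental copy, were compared to see whether the lines differed in ways a clone's history can give. Among genes with an adjusted p, 19 of 44 imprinted genes (43.2%) were called, against 4.42% of the other 17666 genes (two-sided Fisher's exact test, odds ratio 16.4, adjusted p = 7.49e-14 over 7 such tests; genes are not independent replicates). Both lists were lower. The paternally expressed list had a median log2 fold change of -0.73 (camera adjusted p = 0.0364, fry 0.00153) with 8 members called lower and 3 higher. Its call depended on low genes: over members with a mean of at least 50 the median was -0.39 and camera gave an adjusted p of 0.161. Over the alternatives of this list camera's adjusted p ran from 0.0172 to 0.161. Over all genes tested, 9 members were lower and 6 higher at an adjusted p under 0.05, and adjusted over the list alone 10 and 6. The maternally expressed list had a median of -0.87 (camera adjusted p = 3.19e-06, fry 0.00134) with 8 called lower and 0 higher. Of its members, 12 were lower and 1 higher at an adjusted p under 0.05, and 12 and 3 adjusted over the list alone, with 15 at an unadjusted p under 0.05. *Peg10* fell by 6.48 on the log2 scale, and *Plagl1* was at least 36.8-fold lower. *Grb10* fell from 21520 ± 345 to 1146 ± 105 normalized counts (SD, n = 2), a log2 fold change of -4.23 ± 0.08 (SE). *Mirg* fell by 2.13. *Mcts2*, *Zrsr1* and *Zdbf2* rose by 2.12, 1.24 and 1.13, each in or over another gene, which leaves their counts uncertain. *Mirg* and *H19* contain microRNA genes that overlap them.

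X-linked genes were compared with autosomal genes because the study concerns X inactivation. Over 484 X-linked genes with a mean of at least 50 the median log2 fold change was -0.06, against 0.03 for autosomal genes, a difference of -0.08 (-0.085). The X median was -0.03 without KO-labelled replicate 1 and 0.01 with a minimum mean of 500. At that minimum the difference from autosomal genes was -0.043. Camera did not call the main difference (adjusted p = 0.0607). Fry called the X-linked genes (adjusted p = 0.000774), but against no change, so it does not test the difference from autosomal genes. Called genes were nonetheless unequally spread. Of 666 X-linked genes tested, 58 (8.71%) were called lower, against 2.93% of the other genes (two-sided Fisher's exact test, odds ratio 3.16, adjusted p = 5.02e-12), and 7 were called higher (odds ratio 0.763, adjusted p = 0.609). Of the 484 genes, 130 were lower and 88 higher at an adjusted p under 0.05, and 134 and 94 adjusted over the list alone. *Mid1* (X, 166123129 to 166443668) fell from 1751 ± 86.0 to 28.2 ± 6.62 normalized counts (SD, n = 2), a log2 fold change of -5.95 ± 0.22 (SE). *G530011O06Rik* and *Gm15726* overlap *Mid1* on the other strand and had values of -6.29 and -5.80. *Xlr3a* and *Xlr3b* had values of -4.25 and -3.59, and copies cover 97.1% and 97.0% of their exonic bases. Some of these sizes rest on few counts. Leaving out single libraries gave -7.526 to -5.676 for *G530011O06Rik*, -7.704 to -5.047 for *Gm15726* and -5.145 to -2.825 for *Xlr3b*. *Xist*, named after its values were seen, did not differ, at -0.45 ± 0.25 (SE) with a DESeq2 adjusted p of 0.172 (0.0434 in edgeR, short of the 2-fold threshold); *Tsix* overlaps it.

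Medians by chromosome differed more than the libraries of a group did. Chromosomes 10, 12, 16 and 4 had median log2 fold changes of -0.35, -0.32, -0.23 and -0.21, and chromosome 19 had 0.38, over 613, 466, 401, 894 and 457 genes. Chromosome 17 had -0.14, and chromosome 11 had 0.16. Between the 2 libraries of one group no chromosome median was farther than 0.028 from 0. Camera and fry gave adjusted p under 0.05 for all 7 of these chromosomes, and also for chromosomes 1, 2, 7, 9 and 18, whose medians were between 0.09 and 0.13. Chromosomes 10, 12 and 16 held 45, 46 and 29 genes called lower and 2 genes called higher each. Under other settings the median of chromosome 10 stayed between -0.36 and -0.33. A minimum mean of 500 moved chromosome 17 to -0.08 and chromosome X from -0.06 to 0.01.

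**Figure D3:**
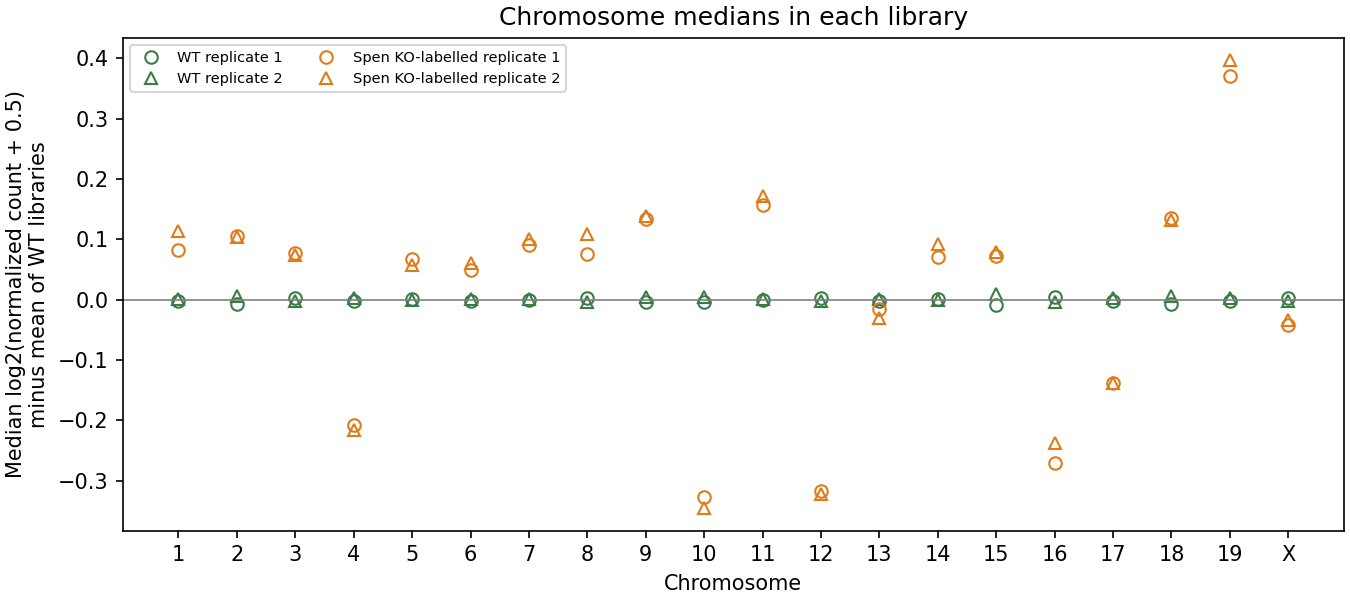
Median over genes of log2(normalized count + 0.5) minus the mean of the WT libraries, by chromosome, with 1 point per library; the WT points mirror each other by construction. On chromosomes 10 and 12 the KO-labelled libraries lie between -0.35 and -0.32, and on chromosome 19 between 0.37 and 0.40.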

Values the study reported

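The study reported 205 genes upregulated and 492 genes downregulated in *Spen* KO mESCs.
It also reported that *Spen* mRNA rises when Spen protein is lost.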

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

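Counts of called genes depended most on the threshold. A looser adjusted p of 0.05 with the 2-fold minimum gave 371 higher and 852 lower genes, and an adjusted p under 0.001 with no fold minimum gave 1499 and 1571. In both, every one of the 241 and 558 genes was shared. A test against a 2-fold change called 40 and 120 genes, and shrunken fold changes (added after seeing the data) left 151 and 368, each a subset of the same genes. These differences follow from the construction of each threshold. Without a fold minimum 51.2% of the called genes were lower, against 69.8% at the main thresholds. Under TMM and upper-quartile scaling the share was 65.6% to 70.4%, and the median log2 fold change of genes with a mean of at least 50 stayed between 0.02 and 0.06. edgeR's quasi-likelihood test called 247 and 608 genes, of which 232 and 551 were shared with DESeq2. With chromosome medians removed, 211 and 544 genes were called, 186 and 479 of them shared.

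For fits that leave out each library in turn only fold changes are given, because 1 group then has no replicate. Between 749 and 767 of the 799 called genes stayed at least 2-fold apart in the 4 fits. All 799 kept their sign, which is no test of stability. In all 799 both KO-labelled libraries lay on one side of both WT libraries, so leaving 1 out could hardly reverse it. Ranges were -0.51 to -0.24 for the early germ layer list and -0.86 to -0.61 for the paternally expressed imprinted list, and the cause was not tested. The medians of the other lists, the X-linked difference and *Spen* (0.89 to 1.21) moved by less than the spread between replicates. Of 152 fold changes of 38 other named genes, 30 moved by more and 0 reversed. The groups did not overlap in these genes either, so the kept signs add little.

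The replicate numbers do not pair the libraries. Deviations of same-numbered libraries from their group means had a correlation of -0.017 across genes. With the replicate number as a block, 192 genes were higher and 457 lower, and *Spen* stayed at 1.05. Block medians were -0.26, -0.08, 0.23, 0.60, -0.60 and -1.01 for the early germ layer, primordial germ cell, pluripotency, innate immunity, paternally and maternally expressed lists. The X-linked difference was -0.08 (-0.0837), now past camera's threshold at an adjusted p of 0.0441. It was also past the threshold after removal of the GC and length trend (-0.0864, 0.039) and by fry (-0.085, 0.000774). Under its other alternatives with a camera test the adjusted p ran from 0.0557 to 0.706, so its call depends on the setting. The difference was smaller with a minimum mean of 500 (-0.043) and without the called X-linked genes (-0.047). Against no change, fry also called the primordial germ cell list (-0.083, 0.0142), which camera did not call against other genes. The paternally expressed list lost its call when only members with a mean of at least 50 were kept (-0.39, 0.161), so its call rests in part on low genes. The cause was not tested for these lists. The early germ layer, pluripotency, innate immunity and maternally expressed lists stayed called under each alternative with a test. Removing chromosome medians lowered the innate immunity median from 0.59 to 0.42 and left it called, though *Rela* (0.18) and *Nfkb2* (0.242) were then above an adjusted p of 0.05 in DESeq2. Under the block *Oas1a* was at 0.0622, in a range of 0.00364 to 0.0622 over its alternatives, and *Eif2ak2* at 0.19, in a range of 0.00418 to 0.19.

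For the 38 other named genes, 224 of 228 values under changed settings with a test stayed on the same side of the calling thresholds, 2 were weaker and 2 stronger. Removal of the GC and length trend gives fold changes with no test for single genes, and 3 of these 38 moved by more than the spread between replicates. The sign was reversed in 0 of them. *Zdbf2* and *Gm12666* were weaker under the block, and *Lars2* was called under the block (-2.58, adjusted p = 1.62e-09) and by edgeR (-2.80, 0.000915), against 0.0281 to 0.0338 by DESeq2 without the block. The median of X-linked genes reversed from -0.06 to 0.0111 with a minimum mean of 500, and the cause was not tested. Its difference from autosomal genes shrank to -0.043 at that minimum and did not reverse. Depth limits genes near the floor, which is 2.35 to 3.98 normalized counts per library.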

Other observations

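The tests on the share of lower genes on chromosome 10, imprinted genes, X-linked genes, *Rps3a*, chromosome 4 and the clone were chosen only after the pattern was seen. The other tests on chromosomes and those on neighbouring genes were set before their results were known, except that the minimum of 0.2 that defines a shifted chromosome was chosen after the medians were seen.

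Whole chromosomes were shifted between the groups. Noise between libraries is argued against by the largest chromosome median within a group, 0.028 (0.02796), against -0.35 for chromosome 10 between groups. A few strongly changed genes are argued against as the whole cause by the 83.5% of genes on chromosome 10 with a log2 fold change below 0. With the trend on GC content and length removed the chromosome 10 median was -0.33 (-0.3298), which argues against that trend as the whole cause. Along chromosomes 10, 12, 16 and 19, all 22 bins of 20 Mb with at least 5 genes lay on the side of the whole chromosome. Bin medians ran from -0.44 to -0.26 on chromosome 10 and from 0.26 to 0.43 on chromosome 19. Chromosome 4 also passed the minimum of 0.2 but was left out of this count, with 7 of its 8 bins on its side. All bins also lay on one side on chromosomes 8, 9, 11, 17 and 18, whose medians were 0.10 to 0.16 in size. Even bins are thus not specific to a change of copy number. A different copy number of chromosomes 10, 12, 16 and 19 in part of the cells of one line may explain their shifts. This is a hypothesis, since no DNA was measured here. The ratio does not say which line changed, and an effect of Spen on whole chromosomes stays open and untested. Chromosome 4 had another form. Its bin from 20000001 to 40000000 had a median of 0.00092 (0.0009215), against -0.31 in its lowest bin, which argues against a change of the whole chromosome and leaves part of it open.

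Of 799 called genes, a group sat next to each other. Among 14926 neighbouring pairs of tested, non-overlapping genes, 93 had both members called in the same direction, involving 162 genes. Permuting calls within chromosomes gave a median of 22 and at most 43 (permutation p = 1e-04, the smallest that 10000 permutations can give). Random placement is thus argued against. Copies that share reads, shared local regulation and changes of chromosome segments stay open and were not tested.

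Imprinted genes were called far more often than others. The study calls these cells haploid, and which parental copies they held was not examined here. In cells with both copies, a loss or gain of the imprints of one parent at all loci would move the 2 lists in opposite directions. For such cells it is argued against as the whole cause. Of paternally and maternally expressed genes, 8 and 8 were called lower, against 3 and 0 called higher. Across the other settings with a test, 7 to 8 and 6 to 8 were called lower. This tally counts genes and not separate loci. On chromosome 12 the paternally expressed *Rtl1* (-1.945) fell much as the maternally expressed *Meg3*, *Rian* and *Mirg* did (-1.738, -1.944 and -2.126). Overlap of *Rtl1* with other genes was not examined here. A change of the imprint at single loci cannot be told apart from other causes, as no allele or methylation data were analysed here. At 1 locus *H13*, named after its values were seen, had a log2 fold change of -1.15 and *Mcts2*, which lies inside it, 2.12. Shifts of whole chromosomes do not account for the excess, since 44.2% of imprinted genes were called with chromosome medians removed. An effect of *Spen* loss stays open, untested. More broadly, differences between a clone and its parental line apart from Spen cannot be told apart from effects of Spen in any called gene, because the data hold 1 KO clone.

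X-linked genes were over-represented among lower genes. A lower number of X chromosomes in all cells is argued against by the difference of medians, -0.085. The study calls these cells haploid, and how many X chromosomes they held was not measured here. In bins of 20 Mb the X medians ran from -0.41, between 40000001 and 60000000, to 0.05. An effect of *Spen* loss on X-linked genes stays open and was not tested.

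*Gm9000* rose while *Rps3a* fell, from 49880 ± 2245 to 14980 ± 230 normalized counts (SD, n = 2). Copies cover 89.5% of the exonic bases of *Rps3a*. The sum over *Rps3a* and 4 annotated copies, *Gm9000* among them, was 69.8% of WT in the KO-labelled libraries, a larger difference than the spread of replicates. That argues against a plain exchange of reads within these 5 genes. Reads shared between paralogs may still contribute and cannot be told apart from a change in expression, since the treatment of reads with several matches is not stated and could drop them.

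*Lars2* took 1.47% of counts in WT replicate 1, 0.354% in WT replicate 2, and 0.191% and 0.0773% in the KO-labelled libraries. Its log2 fold change of -2.78 had a DESeq2 adjusted p of 0.0325, and its call differed between settings (edgeR adjusted p = 0.000915, in a range of 1.62e-09 to 0.0338 over its alternatives). Its share fell from replicate 1 to replicate 2 in both groups. Without WT replicate 1 the log2 fold change was -1.39. The mitochondrial ribosomal gene *mt-Rnr2* took 1.56%, 0.818%, 0.61% and 0.595% in the same order. No explanation was tested. Dividing the libraries in the 2 other ways that pair a WT with a KO-labelled library gave 0 called genes each. By DESeq2, 0 genes had an adjusted p under 0.05, and 28 and 12 genes an unadjusted p under 0.05. In these divisions the difference by label, with 5714 genes at an adjusted p under 0.05, lies within each group. It raises the spread there, so few calls could arise and no conclusion is drawn.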
